A study of Saccharomyces cerevisiae with 16 samples. Its data were reported in "Synthetic reversed sequences reveal default genomic states" (2024).

How the data were processed

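H3K4me3 CUT&RUN peak lists of 8 *Saccharomyces cerevisiae* libraries were analysed. Libraries were grouped by the labels into 2 loci (synHPRT1, synHPRT1R), 2 contexts (YAC, integrated) and 2 replicates. For synHPRT1 YAC replicate 2 the labels disagree: the title and genotype give synHPRT1, the source name gives synHPRT1R. The title and genotype were followed, and its list holds peaks on the synHPRT1 contig. The 8 IgG libraries were not analysed here.

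Per the labels and the methods of the study, the authors trimmed adapters with Trimmomatic, aligned read pairs with bowtie2 to sacCer3 with the synthetic sequence as a separate contig, and called peaks with macs2 in paired-end mode, keeping duplicates and naming no control. Peaks were called in each library on its own, with no pooling of replicates. Each deposited list gives a position, a summit, a fold enrichment over the local background (a ratio), and a p-value and a q-value as −log10. These scores are the authors' and were used to describe, rank or filter peaks within a list. The lowest −log10 q per list lay between 1.38 and 1.66. Because no control library was used, the caller takes its background from the same library, so regions with many fragments for any reason (copy number, accessible DNA, repeats) can be called, and a raised local background can hide or split peaks. Keeping duplicates leaves amplified fragments in the scores. Reads that fit several places, such as a vector marker also found in the genome, can be called at each place. All peak positions lay within the chromosome lengths of the reference used here for the 16 nuclear chromosomes and the mitochondrial one (17 in all).

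The first 100 kb of the synthetic contig was compared with 100-kb windows of the nuclear genome at a 10-kb step (1056 whole windows). A peak was counted where its summit lay. Ratios of locus to genome were formed within each library on the log2 scale, which removes how many peaks a library had in all. Ratios were tested against 0 with exact two-sided sign-flip permutation tests over 8 libraries (256 sign patterns), and groups of 4 and 4 libraries with exact two-sided permutation tests (70 exchanges). Benjamini-Hochberg adjustment covered the 9 exact tests. The libraries of a group come from separate colonies of the same strain, which the study counts as technical replicates. The tests treat all 8 libraries as independent, so their p-values do not measure spread between strains. Overlaps of positions were measured as a Jaccard index of bases under peaks in both replicates and compared with 99 circular shifts in 1-kb steps, one-sided. For mirroring, positions were counted from the other end of the 100735-bp locus. Replicate overlap required 50% of the length of a peak. Nuclear peaks were merged into regions where they touched, a region was present in a library with a peak over at least 1 bp of it, and counts of separating regions were compared with all 35 splits of the libraries. Gene starts came from the RefSeq annotation of the same build. The gene YKL162C-A, named as the insertion site, is not part of the annotation used here, so the site was taken as the interval between *PIR3* and YKL162C on chromosome XI (145378 to 147630).

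The genes named in the text were fixed before the data were examined: *LEU2*, *URA3*, *HIS3*, *MET17*, *ACT1*, *TDH3* and *PGK1*, each counted as present with a peak from 200 bp upstream of its start to its end. Also fixed were the 2 locus peaks per group with the highest −log10 q in replicate 1 that replicate 2 covered by at least 50%, and up to 5 separating regions per direction by median −log10 q. The tests, the groups and most alternatives were fixed then too.

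The number of fragments over each summit and the background were solved from the fold enrichment, (fragments + 1) / (background + 1), and the Poisson p-value, with whole fragments. The solution returned the deposited −log10 p to a median of at most 0.000116. In one library 1 peak with a misfit above 0.02 was left out of this step. More than 50% of nuclear peaks in each library (51.4% to 66.6%) shared one background value, taken as the genome-wide background. It serves as a measure of depth, since the lists hold no read totals. Counting error of single peaks was not propagated. Precision comes from the spread between libraries.

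The methods were tested on simulated data. Of 40 planted context-only regions among 4003, with positions moved by up to 50 bp and 10% of peaks dropped, 40 were recovered with 0 others, and the comparison of loci in the same simulated lists called 1. A region counts only with a peak in all 4 libraries of a context, so the 40 recovered ones had lost no peak. Their recovery therefore does not show how many separating regions dropped peaks would hide. A planted locus density of 1.5 times the genome came back as 1.50. It was planted as a multiple of the same window mean it was then divided by, so this checks only the counting. Simulated fragments and backgrounds were solved correctly for 100% of 2000 summits. The simulated backgrounds did not reach the highest ones found at YAC locus summits.

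Alternatives were a −log10 q of at least 10, the 3000 highest peaks per library, peaks within 200, 500, 1000 or 2000 bp merged, counting by any overlap, other windows (not overlapping, shorter last windows with the mitochondrial chromosome, without chromosome XII), the whole contig with the vector backbone, no division by the genome, a middle of 20 to 80 kb, other overlap rules, each library left out in turn, exchange only within pairs of one replicate number, and synHPRT1R against synHPRT1 taken within each context (36 exchanges). The whole contig was taken up to the end of the last peak of each library, so it held vector backbone only in YAC libraries. Analyses used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9.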

Results

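Trimethylation of histone H3 at lysine 4 (H3K4me3), a histone mark found at the starts of transcribed genes, was mapped by CUT&RUN in budding yeast carrying a synthetic locus of about 100 kb. In CUT&RUN an antibody directs a nuclease to the mark, and the released DNA fragments are sequenced. The synHPRT1 locus holds the human *HPRT1* gene with its surroundings, and in synHPRT1R the order of its bases runs the other way on the same strand, so that a base at some distance from one end of synHPRT1 lies at that distance from the other end of synHPRT1R. Each locus was studied as a yeast artificial chromosome (YAC, an episome) and integrated on chromosome XI of strain BY4741. The 8 H3K4me3 libraries form 4 groups of 2 replicates: synHPRT1 YAC, synHPRT1 integrated, synHPRT1R YAC and synHPRT1R integrated. The 8 control libraries made with non-specific IgG were not analysed here, so no background from a control antibody stands beside the values. YAC strains grew in medium without leucine and integrated strains in rich medium, so context and medium cannot be separated in any comparison of YAC with integrated strains.

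The lists held between 3463 and 4049 peaks per library. The fewest, 3463, were in synHPRT1R YAC replicate 1. Read totals are not part of the lists, but the fold enrichment and p-value of each peak return the number of fragments over its summit and the background the caller compared it with. The genome-wide background, which scales with sequenced bases, was between 76.2 and 98.9 fragments per base, and the highest value was in synHPRT1R YAC replicate 1. Replicates shared most of their peaks. The share of nuclear genome peaks of one replicate with at least 50% of their length under peaks of the other averaged 91.0% ± 3.12 (SD, n = 4 groups), and for locus peaks 86.7% ± 4.69 (SD, n = 4 groups). The lowest locus value, 79.9%, was in synHPRT1R YAC. No pair of libraries had identical lists. The peak names of synHPRT1R YAC replicate 1 were formed differently from those of the other 7 libraries, and its library number lay 620 from the nearest of theirs. As a batch this 1 library would hold too few samples for a value of its own, so results that changed without it are given instead.

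The first question was whether the synthetic loci carry more H3K4me3 peaks than yeast DNA of the same length. The first 100 kb of each synthetic contig held 58 and 59 peaks in synHPRT1 YAC, 50 and 49 in synHPRT1 integrated, 46 and 63 in synHPRT1R YAC, and 52 and 50 in synHPRT1R integrated strains. Windows of 100 kb of the 16 nuclear chromosomes held a mean of between 29.5 and 34.3 peaks, depending on the library. None of the 1056 windows held as many peaks as the locus in any of the 8 libraries. The mean log2 ratio of locus to genome was 0.70 ± 0.12 (SD, n = 8), a 1.63-fold difference, higher in 8 of 8 libraries (exact sign-flip permutation test, two-sided, p = 0.00781, the smallest that 8 libraries allow; Benjamini-Hochberg adjusted p = 0.0352 over the 9 exact tests reported here). This result depended on where one peak was taken to end and on weak peaks in the integrated strains. With peaks within 500 bp of each other merged the mean log2 ratio was 0.30 (exact sign-flip permutation p = 0.00781), within 1000 bp -0.06 (p = 0.461), and within 2000 bp, the setting that moved it most, -0.59 (p = 0.00781). A wider gap joins more peaks in a denser set, so the widest ones compare runs of peaks. With the 3000 peaks of highest −log10 q in each library the mean log2 ratio was 0.49 (exact sign-flip permutation p = 0.0703). Under that setting the ratio was 1.99 ± 0.247 (SD, n = 4) in YAC strains and 1.00 ± 0.138 (SD, n = 4) in integrated strains.

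**Figure D1:**
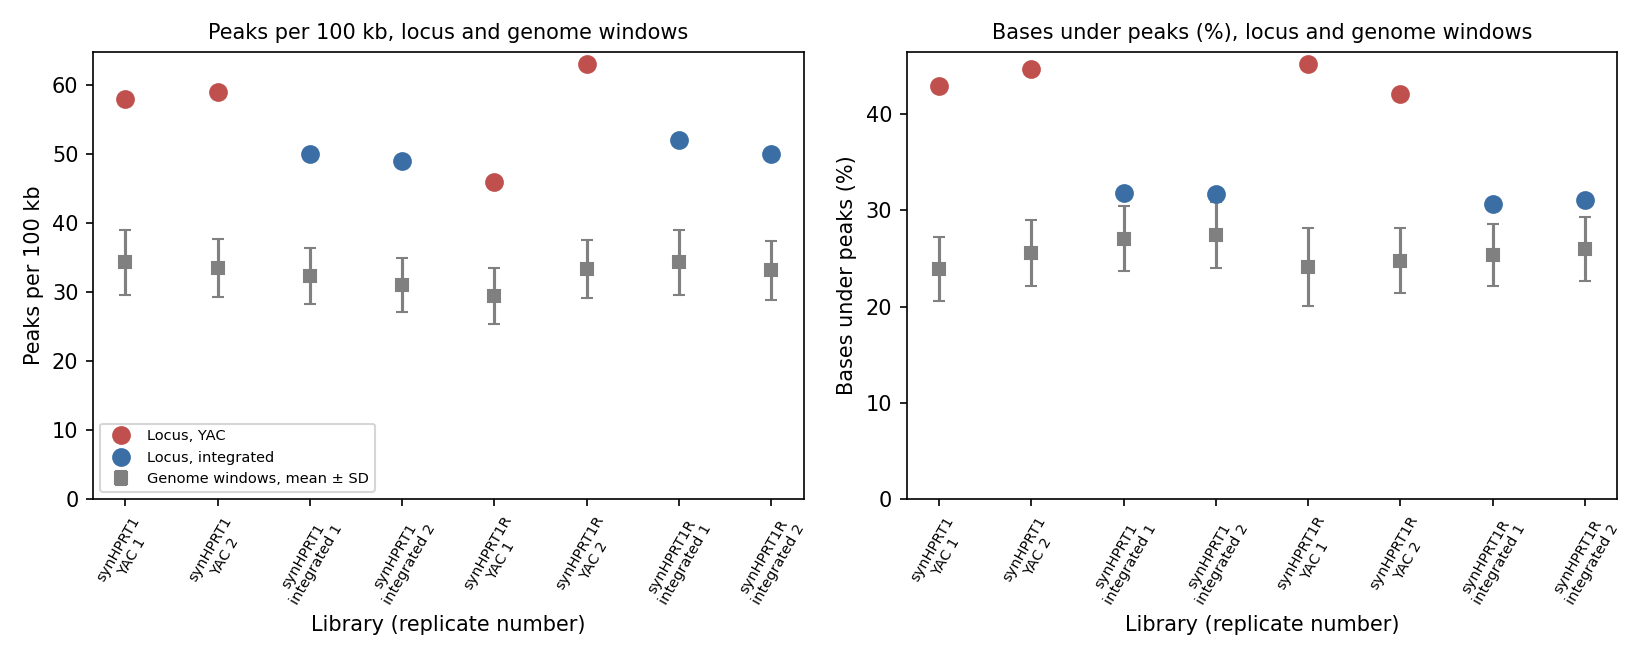
Peaks per 100 kb (left) and percent of bases under peaks (right) for each of the 8 libraries. Coloured points are the locus of that library and grey squares with bars are the mean ± SD of its 1056 genome windows. All 8 loci lie above their genome means in both plots, and the YAC loci have the highest share of bases under peaks, between 42.1% and 45.3%.

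The share of bases under peaks was compared next, since peak number and covered length can differ. Peaks covered 43.7% ± 1.48 (SD, n = 4) of the YAC loci and 31.3% ± 0.532 (SD, n = 4) of the integrated loci. The genome windows of the same libraries were covered to 24.6% ± 0.740 and 26.5% ± 0.933 (SD, n = 4 each). The mean log2 ratio of locus to genome was 0.54 ± 0.32 (SD, n = 8), above 0 in 8 of 8 libraries (exact sign-flip permutation p = 0.00781, two-sided, adjusted p = 0.0352). No genome window was covered as much as a YAC locus, whereas between 45 and 120 of the 1056 windows were covered at least as much as the locus in integrated strains. With peaks of −log10 q of at least 10 the mean log2 ratio was 0.46 (exact sign-flip permutation p = 0.117), and the ratio in integrated strains was 0.945 ± 0.0594 (SD, n = 4).

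The median width of locus peaks exceeded that of genome peaks in the 2 synHPRT1 YAC libraries and was smaller in the other 6. It was between 473 and 650 bp per library, against between 540 and 699 bp for nuclear genome peaks. The mean log2 ratio was -0.18 ± 0.22 (SD, n = 8; exact sign-flip permutation p = 0.0547, two-sided; adjusted p = 0.103). The test passed 0.05 when either synHPRT1 YAC replicate was left out (mean log2 ratio -0.23 in both cases, exact permutation p = 0.0469). The authors' fold enrichment at the summit had a lower median in the locus than in the genome of every library. The medians were between 1.47 and 1.87 in the locus and between 1.86 and 2.36 in the genome. This ratio is over the local background, which at YAC locus summits was between 4.96 and 5.67 times the genome-wide one. A lower fold in YAC loci therefore does not show fewer fragments.

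The reversed sequence was then set against the forward one, with each locus divided by the genome windows of its own library. The relative number of peaks differed by -0.03 on the log2 scale between synHPRT1R and synHPRT1 (4 against 4 libraries, exact permutation p = 0.771, two-sided, adjusted p = 0.805). The relative share under peaks differed by 0.03 (exact permutation p = 0.743, adjusted p = 0.805). Because context shifts the share, the difference was also taken within each context. For peak number it was -0.0066 in YAC and -0.046 in integrated strains, against a spread of 0.100 between replicates of one group (SD within groups). For share it was 0.011 in YAC and 0.044 in integrated strains, against 0.053. Both synHPRT1R integrated libraries had a higher log2 share (0.27 and 0.26) than both synHPRT1 integrated libraries (0.23 and 0.21). Before division by the genome the order was the other way, 30.7% and 31.1% of the locus against 31.9% and 31.7%. The higher relative share thus came from the genome windows, covered to 25.4% and 26.0% against 27.1% and 27.4%. Exchanging libraries within contexts gave exact permutation p of 0.722 for number and 0.500 for share, two-sided, where the smallest possible is 0.0556. Averaged over the contexts, both differences changed sign without synHPRT1R YAC replicate 1, to 0.043 for number and -0.0080 for share, and kept their sign without any other library.

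Episomal and integrated loci were compared in the same way. The relative number of peaks was 0.16 higher on the log2 scale in YAC strains (4 against 4 libraries, exact permutation p = 0.0571, two-sided, adjusted p = 0.103). Restricting the lists to −log10 q of at least 10 moved this difference most, to 1.04 (exact permutation p = 0.0286). Such a list favours loci with more fragments, since −log10 q rises with fragment number. The median −log10 q of locus peaks was between 23.9 and 51.3 in YAC and between 9.72 and 11.9 in integrated libraries, while their median fold enrichment was between 1.47 and 1.83 and between 1.77 and 1.87. With peaks within 500, 1000 and 2000 bp merged the difference was -0.10, -0.36 and -0.56 (exact permutation p = 0.343, 0.0286 and 0.0571), so the direction depended on how peaks were joined. Without synHPRT1R YAC replicate 1 it was 0.21 (exact permutation p = 0.0286). The relative share under peaks was 0.59 higher on that scale in YAC strains, with all 4 YAC libraries above all 4 integrated ones. Its exact permutation p of 0.0286 is the smallest that 4 against 4 libraries allow, and it did not pass after adjustment over the 9 tests (adjusted p = 0.0857). With 2 libraries per group, no test within one locus can go under 0.333. The 4 libraries of a context come from 2 strains, so the p of 0.0286 does not measure spread between strains.

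**Figure D2:**
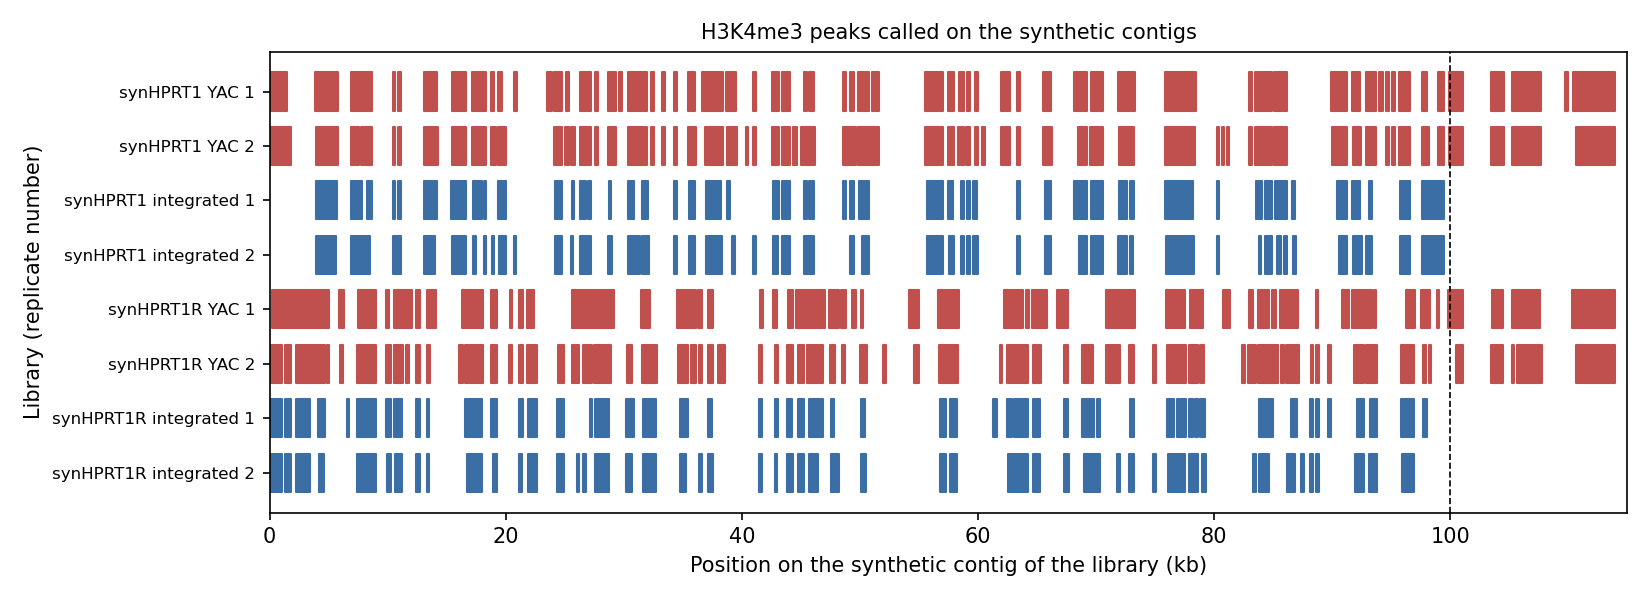
Map of the peaks on the synthetic contig of each library (horizontal axis, position in kb; one row per library; red for YAC and blue for integrated strains). The dashed line marks 100 kb, where the compared part ends. Peaks beyond the locus, over the vector backbone, were called in the YAC libraries and in none of the 4 integrated ones.

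Positions were compared between contexts and between orientations. Bases under peaks in both replicates of synHPRT1 YAC and of synHPRT1 integrated strains had a Jaccard index (shared bases divided by all bases in either set) of 0.611, against a mean of 0.194 for 99 circular shifts. For synHPRT1R the index was 0.565 against 0.174. When the synHPRT1R positions were mirrored, their overlap with synHPRT1 was 0.337 in YAC strains, against a mean of 0.228 and a maximum of 0.310 over the shifts, and 0.330 in integrated strains, against a mean of 0.156 and a maximum of 0.251. Each of these 4 indices exceeded all 99 shifts (one-sided permutation p = 0.01, the smallest that 99 shifts can give). Without mirroring, the overlap of synHPRT1 with synHPRT1R was 0.276 in YAC and 0.218 in integrated strains (one-sided permutation p = 0.06 for each).

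**Figure D3:**
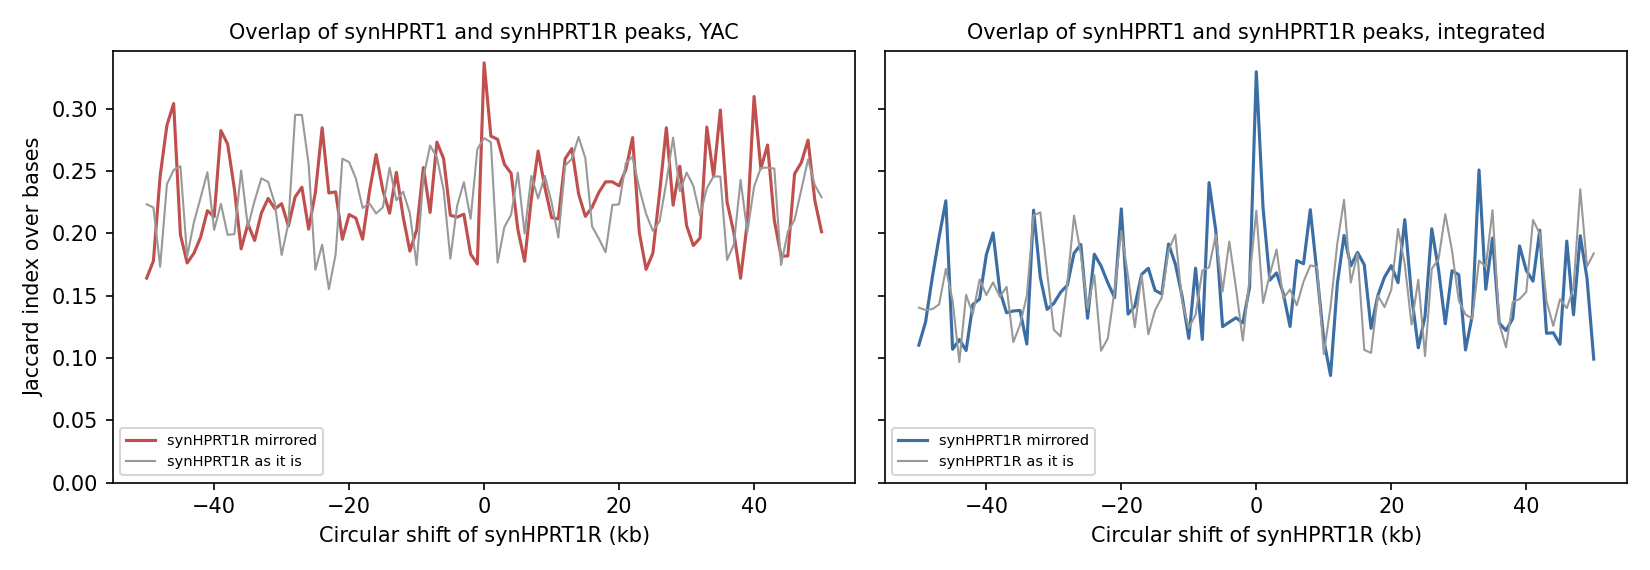
Jaccard index of synHPRT1 and synHPRT1R peak positions (vertical axis) against the circular shift of synHPRT1R in kb (horizontal axis), for YAC (left) and integrated strains (right). Coloured lines use mirrored synHPRT1R positions and grey lines the positions as they are. The mirrored index is highest at no shift, 0.337 in YAC and 0.330 in integrated strains.

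The locus peaks with the highest −log10 q in replicate 1 that replicate 2 also had were, in coordinates of the synthetic contig, at 55474 to 57022 bp and 75843 to 78423 bp in synHPRT1 YAC, with fold enrichments of 3.07 and 2.80. In synHPRT1 integrated strains they were at 97571 to 99495 bp and 55681 to 57022 bp, with fold enrichments of 3.25 and 2.98. In synHPRT1R YAC they were at 56629 to 58341 bp and 217 to 5053 bp, with fold enrichments of 2.25 and 2.11, the latter split into 4 peaks in replicate 2. In synHPRT1R integrated strains they were at 16518 to 18013 bp and 112 to 1059 bp, with fold enrichments of 2.48 and 2.54. The gene annotation of the contigs was not used here.

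The study places the *HPRT1* transcription unit in the middle of the locus, so the middle 40 kb was compared with its flanks. The mean log2 ratio of peaks per 10 kb in the flanks to the middle was 0.02 ± 0.19 (SD, n = 8; exact sign-flip permutation p = 0.805, two-sided; adjusted p = 0.805). The sign changed under stricter lists and with nearby peaks merged.

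In the yeast genome (build sacCer3), peaks lay at gene starts. Their summits fell from 200 bp upstream to 800 bp downstream of an annotated protein-coding gene start in 84.8% ± 0.755 of nuclear peaks (SD, n = 8), against a mean of 46.9% after circular shifts (one-sided permutation p = 0.01 in each library, the smallest that 99 shifts can give). Peaks over *ACT1* (chromosome VI, 53260 to 54696), *TDH3* (chromosome VII, 882812 to 883810), *PGK1* (chromosome III, 137746 to 138996) and *HIS3* (chromosome XV, 721946 to 722608) were called in 8 of 8 libraries. None was called over *URA3* (chromosome V, 116167 to 116970) or *MET17* (chromosome XII, 732542 to 733876). Both genes are deleted in BY4741, as is *LEU2*, so the strain fixes these absences. *HIS3* is deleted in part, and the peaks there reached from 721056 to 723732, beyond the gene. A peak over *LEU2* (chromosome III, 91324 to 92418) was called in 4 of 4 YAC and 0 of 4 integrated libraries. *LEU2* is also the marker of the vector, and the peak was present in the same libraries as peaks on the vector backbone.

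Genome-wide differences between contexts were few. Merging the peaks of all libraries gave 3804 regions, of which 2702 had a peak in all 8. A peak in all 4 libraries of one context and none of the other was found in 29 regions. Of these, 8 were in YAC and 21 in integrated strains. The 8 include *LEU2*, which BY4741 lacks and the vector carries, so that region does not show a change on the chromosome. The YAC number was not stable: it was 17, beside 24 in integrated strains, without synHPRT1R YAC replicate 1, and 3, beside 20, with peaks of −log10 q of at least 10. The total of 29 was more than in any other of the 35 splits of the 8 libraries, the next of which gave 11. The 5 YAC regions of highest median −log10 q were over *LEU2* (128.3), *HDA2* (chromosome IV, 1054321 to 1054600, 12.6), *COA2* (chromosome XVI, 188329 to 188806, 7.89) and *SND1* (chromosome IV, 834665 to 834858, 7.74), and at 126 bp from *CYC1* (chromosome X, 525957 to 526209, 9.76). The 5 integrated regions were at chromosome XI, 145824 to 146210 (28.9), chromosome III, 258798 to 259215, over *AHC2* (17.6), chromosome X, 119812 to 120140, at 309 bp from *HSP150* (14.9), chromosome X, 341802 to 342266, over *IRC8* (14.7), and chromosome V, 174601 to 175054, at 194 bp from *TIR1* (14.4). The first of these lies 446 bp from the end of *PIR3*, in the interval into which the loci were inserted. Separating synHPRT1R from synHPRT1 strains, 0 regions had a peak in all 4 libraries of one locus and none of the other. Allowing a peak in at most 1 library of the other side gave 8 regions, a number that 33 of the 35 splits reached. For the contexts this looser rule gave 68 regions, a number that 1 of the 35 splits, the real one, reached.

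The neighbourhood of the insertion site was compared directly. Within 50 kb on either side, YAC strains had 34.3 ± 2.22 peaks and integrated strains 36.8 ± 1.71 (SD, n = 4 each). The difference of 2.50 peaks did not pass its test (exact permutation p = 0.200, two-sided, adjusted p = 0.300).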

Values the study reported

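By CAGE-seq, which maps transcript starts, the study reported a peak density in both synthetic loci around 3 times that of the yeast genome. For H3K4me3 its text gives the direction, more peaks in the loci, without a value. It also describes H3K4me3 coverage as appearing broader over both loci than over the genome. For episomal loci it reports greater H3K4me3 coverage than the genome average. Both statements concern read coverage, whereas the widths and shares given above are those of called peaks.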

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

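Of the tests in this part, the thinning of the YAC summits was chosen before its result was seen. Those of the covered flanks, their peak widths, the mitochondrial background and the *LEU2* peak were chosen afterwards.

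The share of the locus under peaks, relative to the genome, differed between contexts by 0.59 on the log2 scale, higher in YAC strains (4 against 4 libraries, exact permutation p = 0.0286, adjusted p = 0.114 over 8 such contrasts between groups). The background at locus summits was between 4.96 and 5.67 times the genome-wide one in YAC libraries. In integrated libraries it was between 1.04 and 1.08 times. Several episome copies per cell are a candidate explanation. That background comes from the same H3K4me3 library, so broad H3K4me3 signal in the locus could raise it too. Dividing by this excess can remove signal as well as copies, so the test that follows cannot isolate copy number. When fragments and background of each YAC summit were divided by that excess relative to the integrated mean (factors from 4.70 to 5.38), 51.5 ± 8.50 summits still passed (SD, n = 4), against 56.5 called, and against 50.3 ± 1.26 called in integrated strains. The single libraries kept 54, 55, 39 and 58. Because 3 lie above the integrated range of 49 to 52 and 1 below it, the test did not decide. The rule for reading it was made stricter after the value was seen, since the first rule, a mean at most 1 SD above the integrated mean, would have been only just met. Peaks whose summits still passed covered 41.7% ± 1.01 of the YAC loci at their called widths (SD, n = 4). Called peaks covered 31.3% ± 0.532 of the integrated loci (SD, n = 4). Peak widths could not be thinned from summits, so the 41.7% is an upper limit. From these lists, copy number and context therefore cannot be told apart for the covered share. The study estimated episome copy number from DNA sequencing and corrected coverage depth for it, but its text gives no value. After that correction it reported deeper ATAC-seq coverage, a measure of open chromatin, in episomal than in integrated loci. For H3K4me3 coverage its text compares episomal loci with the genome, not with integrated loci. Growth medium also differs with context and stays open.

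The distribution of peaks along the locus differed between the loci. The log2 ratio of peaks per 10 kb in flanks to middle was 0.33 higher in synHPRT1R than in synHPRT1 (4 against 4 libraries, exact permutation p = 0.0286, adjusted p = 0.114 over the 8 contrasts). The ratio itself was between 0.846 and 0.967 in synHPRT1 libraries and between 1.04 and 1.19 in synHPRT1R libraries. A technical explanation is that neighbouring peaks in the flanks of synHPRT1 were fused into fewer, wider ones. The share under peaks differed in the same direction by 0.15 (exact permutation p = 0.0857), which neither excludes nor needs fusion. Median peak width was larger in the flanks than in the middle in 4 of 4 synHPRT1 libraries and in 2 of 4 synHPRT1R libraries, both YAC. That is the direction fusion needs, but the log2 ratio of the widths did not separate the loci (-0.37, exact permutation p = 0.0857), so fusion stays open. The difference was 0.39 with peaks within 200 bp merged, but -0.043 with peaks of −log10 q of at least 10 and -0.091 with the 3000 highest peaks. It was 0.12 with 20 to 80 kb as the middle (exact permutation p = 0.286), and 0.30 without synHPRT1 YAC replicate 2 (exact permutation p = 0.0571). The pattern therefore rests on weak peaks and on where the middle is drawn. The sequence of the locus, the biological difference the design names, stays open and untested.

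Peaks were called on mitochondrial DNA, which carries no histones, in all 8 libraries, from 15 to 37 per library. The 4 YAC libraries had between 23 and 37 and the 4 integrated ones between 15 and 20. More mitochondrial fragments in YAC libraries may account for the difference between contexts: the background at mitochondrial summits was at least 1.79 times the genome-wide one in YAC libraries and at most 1.00 times in integrated ones. Whether medium, preparation of nuclei or mitochondrial DNA content lies behind this was not tested. Run without a control, the caller thus also returned peaks on DNA without histones.

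The vector backbone behind the locus carried 4 or 5 peaks in each YAC library and 0 in each integrated one, and a peak over *LEU2* on chromosome III was present or missing together with them in 8 of 8 libraries. Reads of the LEU2 marker on the vector, placed on the reference gene, are a candidate source. The match of 8 libraries is no test of it, because backbone and peak both follow the context. The peak extended from 91100 to 92504 at its widest, against 91324 to 92418 for the gene. The parent strain BY4741 lacks *LEU2*, so an effect of medium on a chromosomal copy is not an alternative. The vector marker is the only copy of the gene that the design gives the YAC strains.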

How the results depend on the processing

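In all, 256 recomputed values were compared with the reported ones, 179 of them planned before the data were examined. Of these 256, 197 were alike: tested results kept their direction and side of the threshold, counts stayed within 1.5 times, and values without a test, or with the replicate block, which cannot reach the threshold, moved by less than 1 SD. The alternatives that leave out a library for the overlaps and gene starts, those for named genes, those for the flanks between loci, the merging of peaks over more than 200 bp and those that compare loci within contexts were added after seeing the data.

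Stricter lists changed several results. For the number of peaks in locus against genome, the mean log2 ratio was 0.49 with the 3000 highest peaks. For the share under peaks it was 0.46 with −log10 q of at least 10 and 0.41 with the 3000 highest peaks. None of these 3 passed its test. In integrated strains the ratio of locus to genome was then 1.00 ± 0.138 for number with the 3000 highest peaks, and 0.945 ± 0.0594 and 0.921 ± 0.0689 for share (SD, n = 4 each). With −log10 q of at least 10 the number still passed at 0.56 (exact sign-flip permutation p = 0.0469), although the integrated ratio was 1.03 ± 0.112 (SD, n = 4). Peak width passed with −log10 q of at least 10 (-0.14). The excess of YAC over integrated strains in peak number grew to 1.04 and 0.99 under the same 2 settings, and was 0.19 when any overlap counted, each past the threshold. The 2 stricter settings rank or filter by −log10 q, which rises with fragment number, and the background at locus summits was between 4.96 and 5.67 times the genome-wide one in YAC and between 1.04 and 1.08 times in integrated libraries. This growth can therefore come from copy number, or from broad signal that raises the same background. The excess fell to 0.066 over the whole synthetic contig (exact permutation p = 0.371). It fell to 0.11 with peaks within 200 bp merged (exact permutation p = 0.143). The whole contig ended at the last peak, between 113920 and 113928 bp in YAC and between 96945 and 99495 bp in integrated libraries. The lengths thus differed with context, so part of the fall to 0.066 can come from this setting. The share under peaks in YAC against integrated strains kept its direction and its exact permutation p of 0.0286 in 8 of the 9 other settings and all 8 fits without a library. The remaining setting, the replicate block, cannot reach that p.

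Merging over wider gaps reversed results on peak number. With 500, 1000 and 2000 bp, locus against genome was 0.30, -0.060 and -0.59, and YAC against integrated -0.10, -0.36 and -0.56. synHPRT1R against synHPRT1 was 0.14 and 0.080 with 500 and 1000 bp. The denser peaks lie, the more of them a wide gap joins, so these counts are of runs of peaks.

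Several other comparisons changed sign, most of them near 0 to begin with. synHPRT1R against synHPRT1 was 0.013 for peak number with −log10 q of at least 10, and -0.022 for share without division by the genome. Flanks against middle was -0.14 with −log10 q of at least 10, -0.13 with the 3000 highest peaks and -0.043 with peaks merged. The difference in flanks between loci was not near 0 as reported (0.33, exact permutation p = 0.0286), but was -0.043 and -0.091 under the stricter lists. The cause was not tested.

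Replicate overlap fell to 71.6% in the locus and 80.9% in the genome when 50% of both peaks was required. Regions that separate contexts numbered 131 in bins of 200 bp, where 2 of the 35 splits reached that number. Those that separate loci numbered 2 with 50% of a region covered, 7 in bins and 1 with −log10 q of at least 10, and at least 27 of 35 splits did as well each time.

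Across the fits that each left out one library, peak width ranged from -0.23 to -0.15, synHPRT1R against synHPRT1 from -0.10 to 0.0079 for number and from -0.091 to 0.13 for share, YAC against integrated from 0.12 to 0.21 for number (the highest without synHPRT1R YAC replicate 1), and flanks against middle from -0.017 to 0.053. Leaving out a library unbalances the contexts, which shifts synHPRT1R against synHPRT1 by construction. Taken within contexts, it ranged from -0.095 to 0.043 for number and from -0.0080 to 0.063 for share, and changed sign only without synHPRT1R YAC replicate 1. Mirrored overlap ranged from 0.321 to 0.425 in YAC and from 0.338 to 0.346 in integrated strains. Overlap of contexts ranged from 0.578 to 0.675 for synHPRT1 and from 0.441 to 0.606 for synHPRT1R. These overlaps then rest on 1 replicate of a group and carry no test. Regions separating contexts numbered from 30 to 43, and loci from 0 to 5. With 3 libraries on one side fewer have to share a peak, so such counts tend to rise.

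With the replicate block, exchange within 4 pairs cannot give a p below 0.125. Its differences equalled the unblocked ones (YAC against integrated 0.16 for number and 0.59 for share, synHPRT1R against synHPRT1 -0.03 and 0.03, and 2.50 peaks at the insertion site). Same-numbered replicates did not deviate together (correlations from -0.06 to 0.08 over 6 pairs of groups), so the libraries share only a number. Depth was neither varied nor matched between libraries, so how it limits the weak peaks was not tested.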

Other observations

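The tests of peaks merged within 200 bp and of mirrored positions were chosen before their results were seen. Those of wider merging, the integrated ratio, the splits, the insertion site and the smallest list were chosen afterwards, and the reading of the overlap without mirroring was changed after its value was seen.

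The excess of peaks in the locus over the genome was examined for technical sources. Several copies of the episome would leave the integrated loci at the genome level, but the lowest of the 4 integrated ratios was 1.51, with no genome window as high. Broad signal cut into several calls stays open. With peaks within 200 bp merged the mean log2 ratio was 0.68 (exact sign-flip permutation p = 0.00781), but this joined few peaks (52.3 of 56.5 were left in YAC and 49.0 of 50.3 in integrated loci). Within 1000 bp it was -0.06 (exact sign-flip permutation p = 0.461), where separate peaks of a dense set are joined too, so cut signal and dense peaks cannot be told apart. Peak strength also stays open: with −log10 q of at least 10 the integrated ratio was 1.03 ± 0.112 (SD, n = 4), so in integrated strains the excess consists of weak peaks, and without the IgG libraries these cannot be set against a control.

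Peaks of synHPRT1 coincided with mirrored peaks of synHPRT1R. A regional trend shared by both sequences would survive small shifts, but the highest index at shifts of 2 to 5 kb was 0.275 in YAC and 0.168 in integrated strains, against 0.337 and 0.330 at no shift. Peaks at fixed distances from the contig start would raise the overlap without mirroring, not in itself the mirrored one. The index without mirroring was the lower one, 0.276 in YAC and 0.218 in integrated strains. It had a one-sided permutation p of 0.06 in both contexts. Whether such peaks exist stays open, but by themselves they would not explain the mirrored overlap. A hypothesis is that local base composition or repeats, which reversal keeps in place, help to set where peaks are called. These features may act on chromatin, or on amplification and alignment of reads, and the contig sequence was not used here to separate these.

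Of the 35 splits of the 8 libraries, 1, the real one, gave as many regions separating YAC from integrated strains, the next giving 11. Context and growth medium cannot be separated in it. For the 0 regions separating the loci such a count decides nothing, since 35 of 35 splits reach 0. With a peak allowed in at most 1 library of the other side, 33 of the 35 splits gave as many as the 8 regions found. Under that rule 68 regions separated the contexts, and 1 of the 35 splits gave as many.

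The integrated-only region beside the insertion site has 2 candidate explanations, the insertion and the medium. If the 21 regions gained in integrated strains fell at random among the 1102 regions that were not in all 8 libraries, 0.0572 of them would be expected within 1 kb of the site. That is low, but medium acting on this interval cannot be told apart from insertion, since every integrated strain had both.

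The library with the fewest peaks, synHPRT1R YAC replicate 1, is not the shallowest: its genome-wide background was 98.9 fragments per base, against between 76.2 and 92.7 in the others. Its peak names are formed differently from those of the other 7 libraries and its library number lies 620 from the nearest of theirs, so another batch or another run of the caller may be the source. With 1 library such a batch cannot be told apart from the replicate. No biological explanation was tested for this single library.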
